A study of Danio rerio with 21 samples.

How the data were processed

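Single-cell RNA sequencing was done on mCherry-positive cells sorted from zebrafish (Danio rerio), in 21 libraries. Per the series design text, blood stem and progenitor cells (HSPCs) were labelled with a heritable mCherry mark at 1 day post fertilization (dpf; early label), 2 dpf (mid label) or 3 dpf (late label), and labelled cells were collected by cell sorting. The larval tracing set has 9 libraries of whole larvae, taken 1 day after labelling, at 6 dpf and at 10 dpf. The crispant set has 4 libraries, taken at 8 dpf after labelling at 1 dpf, from slc24a5 crispants (the controls; slc24a5 is a pigmentation gene) and rag1 crispants (rag1 encodes a recombinase that joins T- and B-cell receptor genes), untreated or given 25 µM R848, also called resiquimod, at 6 dpf. R848 is an agonist of Toll-like receptors. The adult set has 8 libraries, from kidney marrow, thymus, intestine and the tessellated lymphoid network (TLN) at 4 months of age after an early or a late label. Each group held 1 library.

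The deposited matrices hold counts per gene and barcode, which are raw UMI (unique molecular identifier) counts, whole numbers throughout. Per the file headers they were made with Cell Ranger 7.1.0 for the early and mid larval libraries, 7.0.1 for the late larval libraries, 8.0.1 for the crispant libraries and 9.0.0 for the adult libraries. The larval software version therefore parts the late label from the others, so that it and the late label cannot be told apart. Per the labels, kit version 3.1 served the larval tracing libraries and version 4 the crispant and adult libraries. The genome build was not given in the sources used here. All libraries shared 27758 features, among them added sequences such as mCherry, EYFP and T-cell receptor constant regions. Of the symbols, 549 stood on more than 1 feature, and these were kept apart by identifier. Every barcode had at least 500 UMIs.

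Cells were kept with at least 500 UMIs, at least 200 genes and at most 20% mitochondrial UMIs. Per library, a score for doublets was computed by the Scrublet method, re-implemented, and the cells with the highest scores were left out, at a rate of 0.8% (kit 3.1) or 0.4% (kit 4) per 1000 barcodes. UMIs were scaled to 10000 per cell and log-transformed, and nearest neighbours on principal components of variable genes were clustered by the Leiden method at resolution 1 (igraph 0.11.9). The larval tracing set, the crispant set and each adult tissue were clustered apart, with no batch integration. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

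Clusters were named from marker lists. A marker supported a class when at least 10% of the cluster had a UMI of it and its mean was at least 4-fold above the lowest cluster mean of the same library and at least 5% of the highest cluster mean. A name needed at least 20 cells, at least 3 supporting markers, a margin of 0.5 log2 units over any other class (1.5 between blood and other classes) in the mean of its 4 strongest markers, and no other class with more supporting markers or more of its markers among the 10 leading genes. Clusters of few UMIs with none of their own markers among the leading genes stayed unnamed. Clusters that carried T-lineage and natural killer or innate lymphoid (NK/ILC) markers without a clear lead formed a joint class, "T-lineage or NK/ILC". Unnamed clusters were left out of class shares. Shares are of the cells in the 11 classes of blood and immune cells, with exact Clopper-Pearson intervals at the 95% level. Sums of UMIs have exact Poisson intervals. Differences between shares have intervals combined from those of both shares. All intervals and limits cover counting error only, and not the variation between animals or between libraries. A count of 0 was read as allowing up to 3 counts.

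With 1 library per group no test between single groups was run, since cells of 1 library are not replicates. Libraries could be paired across tissues, ages or genotypes, but no such test was run, and no p-value is given. Within a class, UMIs were summed per library, scaled to counts relative to the total UMIs of the class (CPM), and compared as the log2 ratio of CPM + 5, for classes with at least 50 cells in each library. Genes were counted when they had at least 50 UMIs in the higher library and stood at 2-fold or more the same way in both genotypes (R848 against untreated), at both ages (larval early against late label) or in at least 3 adult tissues (early against late label). Such counts describe these libraries and are not counts of genes shown to differ.

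The marker lists, the cell filter, the comparisons, the rule for naming genes and the alternatives were chosen before the data were examined, except as stated here. The thresholds for naming clusters, the sum of the T-lineage, NK/ILC and joint classes ("T and NK/ILC together"), the expression comparison of early against mid label, the denominator without erythroid cells and the thinning of class sums to equal UMIs were chosen after seeing the data. Named genes were the targeted rag1 and slc24a5, the markers, members of 5 fixed lists with at least 50 UMIs and at least a 2-fold difference, and for each count up to 5 genes per direction with the largest smaller fold. Haemoglobin, ribosomal and mitochondrial genes and clone-named genes were left out of that last naming but counted. The lists were R848 interferon genes (20 genes), R848 inflammatory genes (20), T-lineage subset genes (27, of which 23 were in the files), macrophage subset genes (21) and cycling genes (8). The median log2 ratio of a list was placed among 10000 random lists of genes of like mean level. Genes are not independent of each other, so this percentile is a description.

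The alternatives were a stricter cell filter (1000 UMIs, 400 genes, 10% mitochondrial UMIs), no doublets left out, Leiden resolution 2, all filtered cells as the denominator, cells called without clusters from at least 2 markers after thinning each cell to 500 UMIs, a pseudocount of 1 or 20 CPM, a filter at 10 UMIs, scaling by the median of ratios over genes with at least 10 UMIs, and a fold of at least 1.5. In the calls by markers a cell counted in every class it reached, and cells that reached no class were left out of the denominator. The counting of genes was tested on simulated data with 50 genes changed the same way. At a simulated fold of 3 between 54% and 96% of them were recovered, at a fold of 2 between 0% and 12%, and no unchanged gene was counted. Apart from the changed genes, the simulated libraries differed by counting error only. They held no batch, no variation between animals and no unlike mix of clusters. The simulation therefore cannot show how many genes such differences add to the counts. The counts therefore miss most genes changed 2-fold.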

Results

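Messenger RNA was counted in single mCherry-positive cells of zebrafish in which HSPCs, the stem and progenitor cells of blood, had been given a heritable label. The larval tracing set held 9 libraries, with the early, mid and late label each at 3 ages. The crispant set held 4 libraries, with slc24a5 or rag1 crispants each untreated or treated with R848. The adult set held 8 libraries, with the early and the late label each in 4 tissues. Every group had 1 library, so no spread between replicates of a group could be measured. Differences could have been held against their spread across tissues, ages or genotypes, but this was not done.

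Among the larval libraries, total UMIs were 15365175 for the early label at 2 dpf, 25696715 at 6 dpf and 47512292 at 10 dpf. For the mid label they were 8303823 at 3 dpf, 25794083 at 6 dpf and 26800346 at 10 dpf. For the late label they were 20068763 at 4 dpf, 35638653 at 6 dpf and 27704804 at 10 dpf. The slc24a5 crispants gave 118067952 UMIs untreated and 150042529 with R848, and the rag1 crispants 75637505 and 112020213. In adults with the early label, kidney marrow gave 140537093 UMIs, intestine 42732965, thymus 22951959 and TLN 62255221. With the late label these were 140809213, 40194552, 10799061 and 42082370. Barcodes per library ranged from 782 for the mid label at 3 dpf to 28990 for early kidney marrow.

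The share of cells that fell into blood and immune classes differed between larval libraries. At 6 dpf it was 74.5% for the early, 96.3% for the mid and 41.1% for the late label, and in the late library 42.3% of cells stayed unnamed. At 10 dpf it was 84.7%, 94.4% and 61.5%. In the libraries taken 1 day after labelling, HSPCs made up 67.7% (62.2 to 72.9) of blood and immune cells for the early label, 33.8% (29.2 to 38.7) for the mid label and 3.41% (2.54 to 4.47) for the late label. Erythroid cells made up 80.7% (78.6 to 82.7) in that late library. Label and age change together among these libraries, so they were not compared further.

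The larval comparison asks which blood cells descend from HSPCs labelled at different days. At 6 dpf, T-lineage cells were 20.8% of blood and immune cells with the early label and 4.29% with the late label, a difference of 16.5 points (14.5 to 18.5). At 10 dpf they were 15.2% and 5.47%, a difference of 9.72 points (8.34 to 11.0). The setting that moved the 6 dpf difference most left erythroid cells out of the denominator and gave 29.4 points. Called by markers after thinning, the difference was 5.24 points at 6 dpf and 1.05 points at 10 dpf. The mid label lay between, with 9.29% at 6 dpf and 10.0% at 10 dpf. Early minus mid was 11.5 points (9.34 to 13.7) at 6 dpf and 5.15 points (3.68 to 6.58) at 10 dpf. When cells were called by markers after thinning, early minus mid at 6 dpf changed direction to -0.445 points. T and NK/ILC together differed between early and late label by 24.5 points (22.0 to 27.0) at 6 dpf and 11.4 points (9.54 to 13.2) at 10 dpf.

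HSPCs were the smaller share with the early label, 6.03% against 36.0% at 6 dpf and 7.38% against 24.8% at 10 dpf. These are differences of -29.9 points (-32.4 to -27.5) and -17.4 points (-19.4 to -15.5). Neutrophils were 4.81% against 11.0% at 6 dpf and 2.53% against 40.3% at 10 dpf. Macrophages were 8.06% against 3.70% at 6 dpf, a difference of 4.36 points (2.88 to 5.84), and 4.84% against 10.9% at 10 dpf, a difference of -6.04 points (-7.53 to -4.63). The macrophage difference changed direction to -0.929 points at 6 dpf when cells were called by markers, and to 0.307 points at 10 dpf without erythroid cells. At 10 dpf, erythroid cells were 56.9% of blood and immune cells with the early label and 0.417% with the late label, so the shares of all other classes at that age rest on unlike denominators. The late larval libraries carry another software version than the early and mid ones, and that batch and the late label cannot be told apart.

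**Figure D1:**
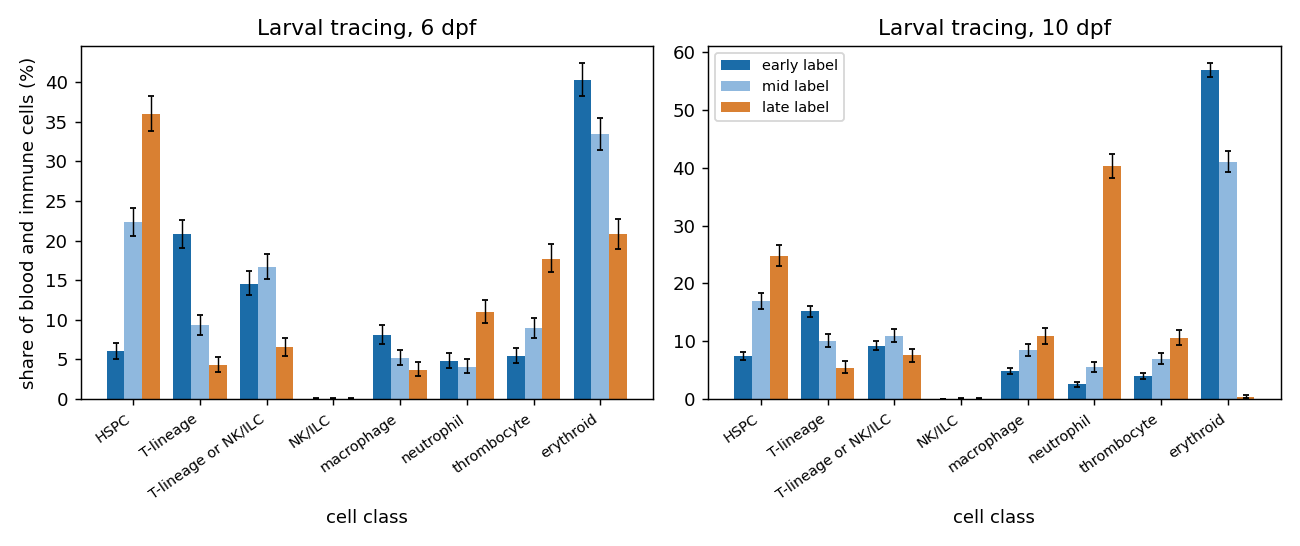
Shares of blood and immune cells (percent, vertical axis, on its own scale at each age) by class in the larval libraries at 6 and 10 dpf for the early, mid and late label, with exact 95% intervals as error bars. T-lineage cells fell from 20.8% with the early label to 4.29% with the late label at 6 dpf.

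Within the T-lineage class, 139 genes stood at 2-fold or more higher and 72 lower with the early than with the late label at both ages, and 10 went opposite ways. With a fold of at least 1.5 the count was 572 genes. The late libraries held 80 and 118 T-lineage cells, against 441 and 900 with the early label. With UMIs thinned to equal totals the count was 48 higher and 42 lower. Among the genes named by rule, foxp3a (ENSDARG00000055750), a marker of regulatory T cells, had 123 UMIs or 32.0 CPM (early) and 0 UMIs (late) at 6 dpf, and 433 and 3 UMIs at 10 dpf. The log2 ratios of sept9a (ENSDARG00000020235) were 2.60 and 2.57, and those of rergla (ENSDARG00000019396) were 3.20 and 2.27. ARF5 (ENSDARG00000113899), with -3.29 and -2.33, and lyz (ENSDARG00000057789), with -3.09 and -3.18, were lower in the early library, as they were in most other classes. At 6 dpf lyz stood at 102 CPM in late T-lineage cells against 101614 CPM in late neutrophils, so its ratios are not read as a T-lineage difference. From the T-lineage list, rorc had 1.98 and 1.29, il4 had -1.85 and -2.28, and il13 had -3.04 at 6 dpf. The median of the list was 0.74 at 6 dpf, at percentile 94.9 of random lists, and 1.29 at 10 dpf, at percentile 100. In larval macrophages 44 genes were higher and 30 lower with the early label. The inflammatory list had medians of 0.74 and 0.92 there, and mhc2a (ENSDARG00000031745) had ratios of 3.36 and 1.83.

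The T-lineage cells of the larval set fell into several clusters, whose leading genes were read after their values were seen. Cluster 9 made up 10.7% of blood and immune cells at 10 dpf with the early label, 5.49% with the mid label and 1.34% with the late label. Cluster 24, led by il13, held 65 of the 80 late T-lineage cells at 6 dpf and 67 of the 118 at 10 dpf. The class ratios above therefore compare unlike mixes of clusters.

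**Figure D2:**
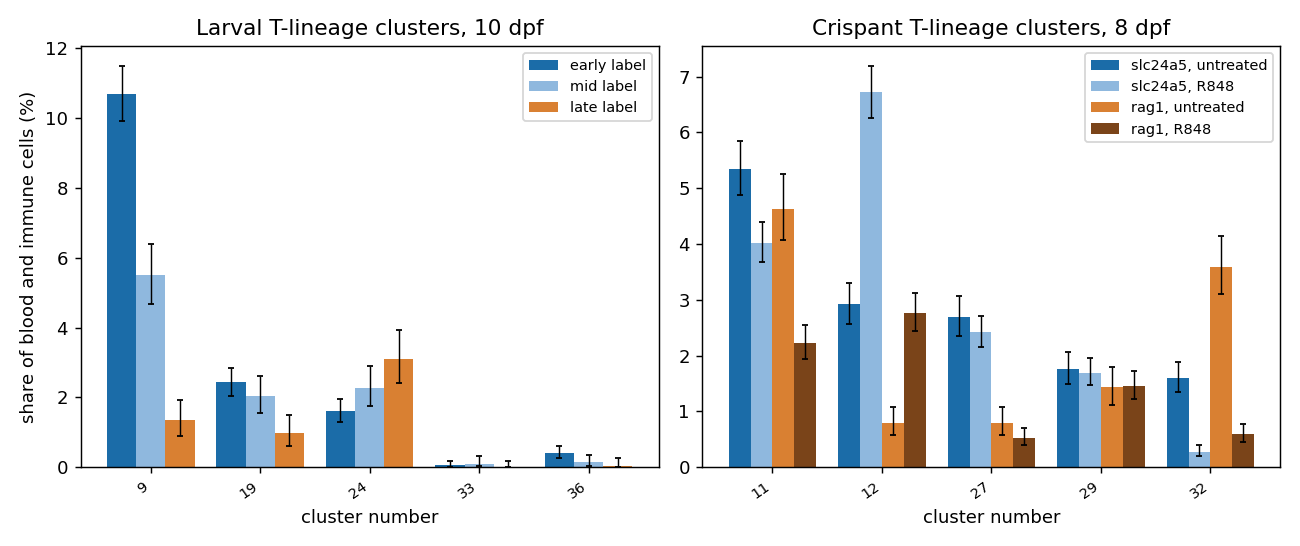
Shares of blood and immune cells (percent, vertical axis) in the T-lineage clusters of the larval libraries at 10 dpf by label, and of the crispant libraries by genotype and treatment, with exact 95% intervals as error bars. Larval cluster 9 fell from 10.7% with the early label to 1.34% with the late label.

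The crispant comparison asks how loss of rag1 and a challenge with R848 change the cells that descend from early labelled HSPCs. In T-lineage cells, rag1 (ENSDARG00000052122) was at 93.8 CPM (87.4 to 101) in untreated slc24a5 crispants and 36.4 CPM (31.7 to 41.6) in untreated rag1 crispants. With R848 it was at 69.6 CPM (64.0 to 75.6) and 36.4 CPM (31.0 to 42.6). Untreated, these were 785 UMIs in 137 slc24a5 cells and 213 UMIs in 20 rag1 cells. With R848 they were 565 UMIs in 160 cells and 158 UMIs in 21 cells. UMIs of 1 cell are not independent, so these intervals leave out the variation between cells and are too narrow. The T-lineage class held unlike mixes of clusters in slc24a5 and rag1 crispants, so the mix could lie behind the differences in rag1 CPM. A rag1 UMI was found in 11.4% of untreated slc24a5 T-lineage cells (median depth 5492 UMIs) and in 0.326% of macrophages (17235 UMIs). In untreated rag1 crispants these shares were 3.53% (9854.5 UMIs) and 0 of 323 macrophages (12282 UMIs), which allows 0.929%. The slc24a5 gene (ENSDARG00000024771) had 35, 27, 18 and 21 UMIs in all cells of the untreated slc24a5, untreated rag1, treated slc24a5 and treated rag1 libraries, too few for a comparison. Counts at the end of a transcript do not show whether a gene was edited.

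T-lineage cells were 11.2% of blood and immune cells in untreated rag1 crispants and 14.3% in untreated slc24a5 crispants, a difference of -3.08 points (-4.23 to -1.91). With R848 they were 7.58% and 15.1%, a difference of -7.56 points (-8.42 to -6.70). Without erythroid cells, the setting that moved it most, the untreated difference was -11.9 points. Macrophages rose with R848 from 3.64% to 20% in slc24a5 crispants, by 16.3 points (15.5 to 17.2), and from 6.42% to 15.5% in rag1 crispants, by 9.07 points (8.05 to 10.1). Erythroid cells went from 55.5% to 35.9% in slc24a5 crispants, a change of -19.5 points (-20.9 to -18.1), and from 44.5% to 48.5% in rag1 crispants, a change of 3.93 points (2.20 to 5.65).

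**Figure D3:**
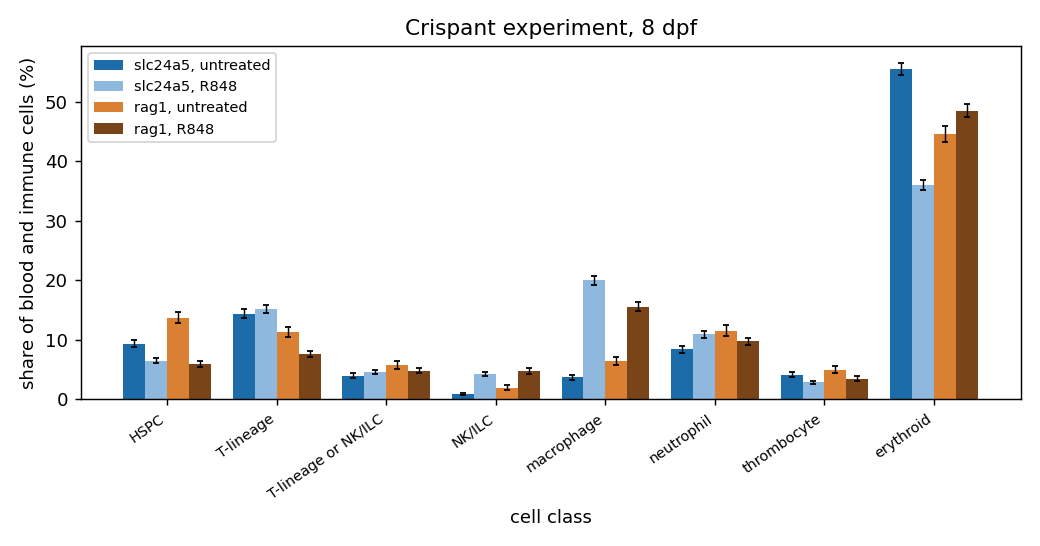
Shares of blood and immune cells (percent, vertical axis) by class in the crispant libraries, by genotype and treatment, with exact 95% intervals as error bars. Macrophages rose with R848 from 3.64% to 20% in slc24a5 crispants and from 6.42% to 15.5% in rag1 crispants.

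In macrophages, 1152 genes stood at 2-fold or more higher and 164 lower with R848 in both genotypes, and 1 went opposite ways. A fold of at least 1.5 gave 3155 genes, and scaling by the median of ratios gave 586 higher and 331 lower. Among the genes named by rule, ccl34b.8 (ENSDARG00000093098) had log2 ratios of 5.19 in slc24a5 and 5.25 in rag1 crispants, and mxc (ENSDARG00000024789) had 3.3 and 3.72. The gene tnfsf13b (ENSDARG00000012945) had 3.46 and 3.99. Lower with R848 were apoeb (ENSDARG00000040295), with -5.48 and -5.56, apoc1 (ENSDARG00000092170), with -7.26 and -4.95, and mt2 (ENSDARG00000041623), with -4.67 and -4.91. The median of the interferon list was 1.09 and 1.14, at percentile 100 in both, and that of the cycling list 2.90 and 2.88, at percentile 100 in both. The inflammatory list had medians of -0.47 and -0.18, and tnfa fell, with -1.40 and -1.55. The macrophage list had medians of 0.14 and -0.66, and the T-lineage list 0.15 and 0.38. In T-lineage cells 232 genes were higher and 25 lower, and the interferon list had medians of 1.54 and 1.45. There, nkl.1 (ENSDARG00000058673) had ratios of 4.31 and 3.84, and il13 (ENSDARG00000077809) had -3.78 and -1.83. Both classes compare unlike mixes of clusters and depths. With R848, cluster 12 went from 20.4% to 44.4% of T-lineage cells in slc24a5 and from 7.07% to 36.6% in rag1 crispants, while their median depth went from 5492 to 2209 and from 9854.5 to 2481 UMIs. Macrophage cluster 9 went from 9.45% to 33.8% and from 10.5% to 48.5% of macrophages. Counts were 254 higher and 4 lower in NK/ILC cells, 107 and 10 in the joint class, 112 and 22 in neutrophils, 58 and 9 in erythroid cells, 23 and 5 in HSPCs and 13 and 0 in thrombocytes. The NK/ILC sums were deeper with R848, at 2196359 against 495355 UMIs in slc24a5 and 2425408 against 658110 in rag1 crispants. With UMIs thinned to equal totals, 107 genes in all were counted in NK/ILC cells.

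The adult comparison asks whether cells from early and late labelled HSPCs differ in adult tissues. T and NK/ILC cells together were 6.03% with the early and 4.03% with the late label in kidney marrow, a difference of 2.00 points (1.60 to 2.41). Called by markers, the setting that moved it most, this was 0.331 points. In thymus they were 68.2% and 58.5%, a difference of 9.71 points (6.83 to 12.6), and in intestine 87.3% and 90.9%, a difference of -3.62 points (-4.79 to -2.44). In TLN they were 1.46% and 0.965%, a difference of 0.498 points (0.281 to 0.716), which changed direction to -10.7 points without erythroid cells. Erythroid cells were 20218 of 20575 early and 19488 of 19688 late blood and immune cells there. Another 2180 early cells (9.58%) and 187 late cells (0.941%) of TLN stayed unnamed and are in neither share, so neither direction can be relied on. Macrophages differed by 3.28 points (2.86 to 3.70) in kidney marrow, 4.00 points (2.46 to 5.46) in thymus and -0.650 points (-1.16 to -0.156) in intestine. B cells were 8.44% and 4.70% in kidney marrow, a difference of 3.74 points (3.28 to 4.19), and 9.05% and 23.2% in thymus, a difference of -14.1 points (-16.5 to -11.9).

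**Figure D4:**
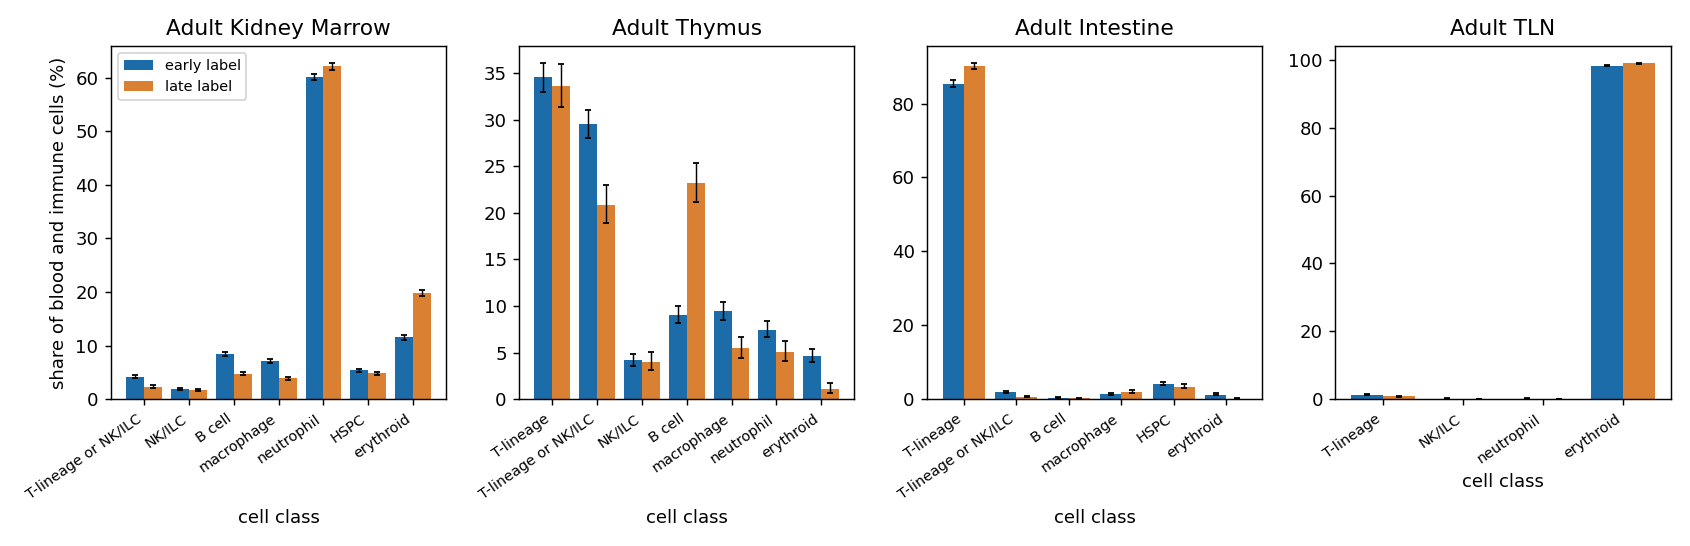
Shares of blood and immune cells (percent, vertical axis, on its own scale in each tissue) by class in the adult libraries with the early and the late label, with exact 95% intervals as error bars. B cells in thymus were 9.05% with the early and 23.2% with the late label.

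In adult T-lineage cells 6 genes stood at 2-fold or more higher and 3 lower with the early label in intestine, thymus and TLN, while 40 went opposite ways in different tissues. A fold of at least 1.5 gave 39 genes. Those named by rule were atp5mea (ENSDARG00000078113), with log2 ratios of 2.17, 1.95 and 1.81 in intestine, thymus and TLN, gig2i (ENSDARG00000099325), with 2.33, 1.72 and 2.26, and arl11 (ENSDARG00000036637), with 1.17, 1.98 and 1.23. The gene kif26ba (ENSDARG00000013343) had 16, 0 and 1 UMIs with the early label and 565, 244 and 77 with the late label. In intestine 98.0% of cluster 1 came from the late and 96.7% of cluster 2 from the early library, so these ratios too compare unlike mixes of clusters. Of the T-lineage list, il13 had 2.53 in intestine and -1.78 in thymus, and il4 had 2.37 and -1.54. In adult macrophages 1 gene was higher and none lower in at least 3 tissues, while 43 went opposite ways.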

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

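The tests on mCherry levels in erythroid cells, on mCherry transcripts read as EYFP and on EYFP levels in all blood cells were set out before their result was seen, and the other tests in this part were chosen only afterwards. The strict cell filter and the calls by markers had been planned as alternatives, and only their use as tests was chosen later. None of the differences between groups given here was itself tested. Each group had 1 library, and no test across tissues, ages or genotypes was run.

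The macrophage share was higher with the early than with the late label at 6 dpf, by 4.36 points, and lower at 10 dpf, by -6.04 points, so that the differences had opposite directions at the 2 ages, 10.4 points apart. Left without erythroid cells, which were 56.9% of blood and immune cells with the early and 0.417% with the late label at 10 dpf, the difference at 10 dpf was 0.307 points, and it was no longer below 0. A denominator that differs between the libraries may therefore be the source of the opposite direction at 10 dpf. At 6 dpf it was 8.83 points without erythroid cells, so that a gap of 8.53 points (5.67 to 11.4) between the ages remained, which argues against the denominator as the whole reason for the gap. With cells thinned to 500 UMIs and called by markers the difference was -4.45 points at 10 dpf and -0.929 points at 6 dpf, the latter with an interval that includes 0. Depth and the way of calling cells therefore stay open as well. An effect of the day of labelling that changes with age stays open and untested.

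T and NK/ILC cells together were a larger share with the early label in kidney marrow, thymus and TLN and a smaller share in intestine. The early minus late difference in kidney marrow lay 5.62 points above that in intestine, that in thymus 13.3 points above and that in TLN 4.11 points above. Without erythroid cells the intestine was still at -2.59 points while kidney marrow and thymus stayed above 0, which argues against that denominator for these tissues. In TLN, where erythroid cells were nearly all cells, the direction changed to -10.7 points. There 2180 early and 187 late cells stayed unnamed, so the direction in TLN cannot be told. Cells called by markers, which needs no named cluster, gave -4.04 points in intestine, 0.331 in kidney marrow and 3.92 in thymus, the last with an interval that includes 0. That setting still leaves out cells that reach no class, and it counts a cell in each class it reaches. The cells left unnamed in the main setting could thus still contribute. Under the strict cell filter the intestine was at -0.626 points with an interval that includes 0, while kidney marrow was at 2.87 and thymus at 10.9 points. The opposite direction in intestine could therefore rest on the cell filter. In intestine that filter left 650 cells unnamed, against 2534 in the main setting. A difference between tissues stays open and untested.

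Macrophages showed the same contrast, with the difference in kidney marrow 3.93 points above that in intestine and that in thymus 4.65 points above. Without erythroid cells the intestine was at -0.635 points, with kidney marrow and thymus above 0, which argues against the denominator. Called by markers the intestine was at -1.80 points with an interval that includes 0, kidney marrow at 2.00 and thymus at 13.3, so the cells left unnamed may still play a part. Under the strict filter the intestine was at -0.532 points, kidney marrow at 4.85 and thymus at 4.55, each with an interval without 0, which argues against the cell filter. The intestine held 83 macrophages with the early and 96 with the late label.

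B cells were a larger share with the early label in kidney marrow and a smaller share in thymus, and the differences lay 17.9 points apart. Kidney marrow cells in the late thymus sample would have brought neutrophils, the largest class of kidney marrow, but neutrophils were 2.40 points higher in the early thymus library. The thymus libraries held 325 and 371 B cells. Other differences in how the thymus was taken out were not tested, and an effect of the label that differs between tissues stays open.

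The erythroid share fell with R848 in slc24a5 crispants and rose in rag1 crispants, and the changes lay 23.4 points apart. If the sort had let unlabelled erythroid cells through, mCherry CPM in erythroid cells would have fallen where their share rose and risen where it fell. The log2 ratio of R848 over untreated was -0.22 in rag1 crispants, where the share rose, and -0.59 in slc24a5 crispants, where it fell. It moved as this explanation asks in 1 genotype only, so unlabelled cells cannot be told apart from other reasons. A genotype effect on erythroid cells stays open and untested.

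EYFP, a fluorescent protein that appears among the added features and in no comparison above, was seen in 36.8% of the cells outside blood and immune classes in the late library at 4 dpf. It was seen in 5.65% of the blood and immune cells of that library. Free RNA would give all cells a like share, so these values argue against it for the other cells of that library. In the early library at 2 dpf the shares were alike, at 13.2% of blood and immune cells and 15.0% of the other cells, while the levels were 6.48 and 62.6 CPM. Cells with an mCherry UMI had an EYFP UMI in 11.0% of cases and cells without in 24.4%, which argues against mCherry transcripts read as EYFP. Of the cells with an mCerulean UMI 84% had an EYFP UMI, against 16.6% of those without. Transcripts read as the wrong one of these features and cells that hold both cannot be told apart by this. In blood cells EYFP stood at 11.0% (9.25 to 13) of its level in the other cells, an interval that includes the limit of 10% set for free RNA, but 70 macrophages carried 156 of the 246 EYFP UMIs of these cells. In the other blood cells it stood at 4.26% (3.28 to 5.47) of that level, which is a share that free RNA could give. Macrophages had an EYFP UMI in 44.3% of cells (median depth 5951.5 UMIs) against 3.63% of erythroid cells (3677 UMIs), which free RNA alone would not give. For macrophages of the larval tracing set the share was 24.6% with the late label at 6 dpf and 1.28% at 10 dpf. With the early and mid label it was 0 of 171, 287, 110 and 243 cells at 6 and 10 dpf. These shares cover those macrophages only. The early library at 2 dpf had EYFP in 13.2% of blood and immune cells, so EYFP is not read as a mark of the late label. An mCerulean UMI was seen in 14.3% of macrophages, 7.65% of cells outside blood and 0.338% of erythroid cells of the 4 dpf library. It was not limited to the late label. In the early labelled crispants it was seen in 10.1% of untreated slc24a5 and 7.12% of untreated rag1 macrophages. With R848 these shares were 0.962% and 1.77%. What the EYFP feature marks in these fish is not stated in the sources used here, and no biological explanation was tested.

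TCRaC, an added feature named for the constant region of the T-cell receptor alpha chain and singled out after its values were seen, was found in 16.8% of T-lineage cells with the early label at 6 dpf (median depth 9104 UMIs) and in 0 of 171 macrophages (18620 UMIs). At 10 dpf it was in 12.6% of early and 2.54% of late T-lineage cells. With the late label it was in 3 of 29 T-lineage cells at 4 dpf and in 0 of 80 at 6 dpf, which allows 3.75%. Outside the T-lineage class lay 8 of the 11 blood and immune cells with a TCRaC UMI of the late library at 10 dpf, 7 of them in the joint class, and 4 of 5 at 6 dpf lay in HSPCs. At 10 dpf T and NK/ILC cells as 1 class had it in 3.56% of cells with the late and 8.99% with the early label, with intervals that do not overlap, which argues against naming within these classes as the whole reason. Cells named to other classes at 6 dpf stay open. Macrophages of the early library at 10 dpf had it in 0.348% of cells, which argues against free RNA. At 10 dpf it stood at 3.98 CPM in late and 19.5 CPM in early T-lineage cells, with intervals that do not overlap, which argues against depth. Another mix of clusters could lie behind it, since cluster 24 had no TCRaC UMI in any library at 6 or 10 dpf. Within clusters 9 and 19 the late library at 10 dpf had it in 4% of cells, 2 of 50, against 13.4% with the early label, and the interval of the former overlaps the latter. There the mid label had it in 7.2% of cells against 16.7% with the early label at 6 dpf, and in 8.37% at 10 dpf, also with overlapping intervals. The mix and the day of labelling cannot be told apart for the 50 late cells. In adults the early share of T-lineage cells with a TCRaC UMI was lower in thymus, 9.60% against 15.8%, and in TLN, 25 of 266 cells against 30 of 175, and higher in intestine, 15.1% against 13.7%, with levels in CPM whose intervals overlap in thymus and TLN. TCRbC1, named for the beta chain, went the other way in intestine, with 13.7% of early and 16.9% of late T-lineage cells. In untreated larvae, TCRaC was in 10.2% of T-lineage cells of rag1 crispants (13.2 CPM) and in 12.2% of those of slc24a5 crispants (22.8 CPM). The intervals of these shares overlap, and those of the levels do not. With R848, TCRaC was in 3.63% of T-lineage cells of rag1 crispants (6.45 CPM) and in 8.42% of those of slc24a5 crispants (22.9 CPM). TCRbC1 went the other way with R848, with overlapping intervals. It was in 11 of 689 rag1 cells (3.92 CPM) and in 18 of 1733 slc24a5 cells (2.34 CPM).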

How the results depend on the processing

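All alternatives were set out before the data were examined, except leaving erythroid cells out of the denominator, thinning summed UMIs and taking T and NK/ILC together, which were chosen after seeing the data. No paired analysis over libraries was run. Each group had 1 library, but labels could have been paired by tissue or age, and treatments by genotype. Across all alternatives, 79 of the 172 values of differences between shares lay inside the 95% interval of the main value, 88 lay outside it and 5 changed direction. Of 3694 log2 ratios of named genes 2767 lay inside it, 919 outside it and 8 changed direction. Of 159 counts of genes 84 stayed within 1.5 times the main count and 75 did not. Of 1373 shares of single libraries 472 stayed inside it and 901 did not. Where a value moved, the cause was not tested.

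At Leiden resolution 2, early minus late was 20.3 points at 6 dpf and 15.0 at 10 dpf for T-lineage cells, 16.1 points at 10 dpf and 6.39 in thymus for T and NK/ILC together, -17.8 points at 6 dpf for HSPCs. At Leiden resolution 2, early minus late was -10.8 points at 6 dpf and -41.1 at 10 dpf for neutrophils, 2.15 points in kidney marrow and 6.77 in thymus for macrophages. At Leiden resolution 2, early minus mid was 3.20 points at 6 dpf for T-lineage cells, 6.02 points at 6 dpf for T and NK/ILC together.

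Over all filtered cells, early minus late was 13.7 points at 6 dpf for T-lineage cells, 21.9 points at 6 dpf and 5.28 in thymus for T and NK/ILC together, -10.3 points at 6 dpf and -8.98 at 10 dpf for HSPCs. Over all filtered cells, early minus late was -0.939 points at 6 dpf and -22.6 at 10 dpf for neutrophils, -2.59 points at 10 dpf for macrophages. Over all filtered cells, early minus mid was 6.53 points at 6 dpf and 3.39 at 10 dpf for T-lineage cells, 1.31 points at 6 dpf and 0.856 at 10 dpf for T and NK/ILC together. Over all filtered cells, rag1 minus slc24a5 was -5.81 points with R848 for T-lineage cells. Over all filtered cells, R848 minus untreated was 13.2 points in slc24a5 crispants and 8.02 in rag1 crispants for macrophages, -6.92 points in slc24a5 crispants and 9.76 in rag1 crispants for erythroid cells.

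Called by 2 markers, early minus late was 5.24 points at 6 dpf and 1.05 at 10 dpf for T-lineage cells, 5.35 points at 6 dpf, 1.01 at 10 dpf, 0.331 in kidney marrow, 3.92 in thymus and 0.106 in TLN for T and NK/ILC together, -18.8 points at 6 dpf and -6.63 at 10 dpf for HSPCs. Called by 2 markers, early minus late was -15.0 points at 6 dpf and -69.6 at 10 dpf for neutrophils, -0.929 points at 6 dpf, -4.45 at 10 dpf, 2.00 in kidney marrow, -1.80 in intestine and 13.3 in thymus for macrophages, 0.905 points in kidney marrow and -19.7 in thymus for B cells. Called by 2 markers, early minus mid was -0.445 points at 6 dpf and 0.734 at 10 dpf for T-lineage cells, -0.237 points at 6 dpf and 0.654 at 10 dpf for T and NK/ILC together. Called by 2 markers, rag1 minus slc24a5 was -0.724 points untreated and -2.85 with R848 for T-lineage cells. Called by 2 markers, R848 minus untreated was 8.03 points in rag1 crispants for macrophages, -15.6 points in slc24a5 crispants and 9.39 in rag1 crispants for erythroid cells.

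Without erythroid cells, early minus late was 29.4 points at 6 dpf and 29.8 at 10 dpf for T-lineage cells, 45.6 points at 6 dpf, 43.5 at 10 dpf and -10.7 in TLN for T and NK/ILC together, -35.3 points at 6 dpf and -7.77 at 10 dpf for HSPCs. Without erythroid cells, early minus late was -34.6 points at 10 dpf for neutrophils, 8.83 points at 6 dpf and 0.307 at 10 dpf for macrophages. Without erythroid cells, early minus mid was 20.9 points at 6 dpf and 18.2 at 10 dpf for T-lineage cells, 20.2 points at 6 dpf and 21.0 at 10 dpf for T and NK/ILC together. Without erythroid cells, rag1 minus slc24a5 was -11.9 points untreated and -8.93 with R848 for T-lineage cells. Without erythroid cells, R848 minus untreated was 23.0 points in slc24a5 crispants and 18.5 in rag1 crispants for macrophages.

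With no doublets left out, early minus late was 18.7 points at 6 dpf and 12.1 at 10 dpf for T-lineage cells, 14.8 points at 10 dpf for T and NK/ILC together, -22.8 points at 6 dpf for HSPCs. With no doublets left out, early minus late was -11.8 points at 6 dpf for neutrophils, 6.40 points in thymus for macrophages. With no doublets left out, early minus mid was 19.3 points at 6 dpf and 7.23 at 10 dpf for T and NK/ILC together. With no doublets left out, R848 minus untreated was -21.2 points in slc24a5 crispants for erythroid cells.

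Under the strict filter, early minus late was -8.91 points at 6 dpf for neutrophils, 5.94 points at 6 dpf, -7.54 at 10 dpf and 4.85 in kidney marrow for macrophages, 2.87 points in kidney marrow, -0.626 in intestine and 1.48 in TLN for T and NK/ILC together. Under the strict filter, early minus late was 5.15 points in kidney marrow for B cells. Under the strict filter, early minus mid was 15.7 points at 6 dpf for T and NK/ILC together. Under the strict filter, R848 minus untreated was 10.4 points in rag1 crispants for macrophages, -18.1 points in slc24a5 crispants for erythroid cells.

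At 1.5-fold or more, the counts for R848 were 174 against 28 in HSPCs, 797 against 257 in T-lineage cells, 503 against 117 in the joint class and 728 against 258 in NK/ILC cells. Others were 3155 against 1316 in macrophages, 652 against 134 in neutrophils, 93 against 13 in thrombocytes and 228 against 67 in erythroid cells. Counts for adult early against late label were 39 against 9 in T-lineage cells and 12 against 1 in macrophages. Counts for larval early against late label were 212 against 46 in HSPCs, 572 against 211 in T-lineage cells, 324 against 77 in the joint class and 285 against 74 in macrophages. Others were 389 against 114 in neutrophils and 54 against 14 in thrombocytes.

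At a pseudocount of 1 CPM, the counts for R848 were 92 against 28 in HSPCs, 387 against 257 in T-lineage cells, 183 against 117 in the joint class and 2428 against 1316 in macrophages. Others were 308 against 134 in neutrophils and 217 against 67 in erythroid cells. Counts for larval early against late label were 94 against 46 in HSPCs, 146 against 77 in the joint class and 119 against 74 in macrophages.

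At a pseudocount of 20 CPM, the counts for R848 were 8 against 28 in HSPCs, 84 against 257 in T-lineage cells, 44 against 117 in the joint class and 129 against 258 in NK/ILC cells. Others were 472 against 1316 in macrophages, 44 against 134 in neutrophils and 19 against 67 in erythroid cells. Counts for adult early against late label were 5 against 9 in T-lineage cells and 0 against 1 in macrophages. Counts for larval early against late label were 13 against 46 in HSPCs, 101 against 211 in T-lineage cells, 25 against 77 in the joint class and 31 against 74 in macrophages. Others were 60 against 114 in neutrophils.

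With at least 10 UMIs, the counts for R848 were 454 against 258 in NK/ILC cells and 64 against 13 in thrombocytes. Counts for adult early against late label were 21 against 9 in T-lineage cells and 6 against 1 in macrophages. Counts for larval early against late label were 225 against 114 in neutrophils and 83 against 14 in thrombocytes.

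Keeping all doublets, the counts for R848 were 91 against 28 in HSPCs, 67 against 117 in the joint class and 202 against 134 in neutrophils. Counts for adult early against late label were 4 against 1 in macrophages.

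With UMIs thinned, the counts for R848 were 107 against 258 in NK/ILC cells. Counts for larval early against late label were 90 against 211 in T-lineage cells, 38 against 77 in the joint class and 45 against 74 in macrophages.

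By the median of ratios, the counts for adult early against late label were 2 against 1 in macrophages.

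With no doublets left out, the log2 ratio of cxcl18b in T-lineage cells (R848, slc24a5) was -0.55, that of cxcl18b in neutrophils (R848, rag1) was -0.0887 and that of grn1 in NK/ILC cells (R848, slc24a5) was 0.48. For larval neutrophils, ccr9a (early against late, 10 dpf) was 0.15, ccl35.1 (early against mid, 10 dpf) was -0.48, mmp9 (early against mid, 6 dpf) was -0.0221 and gata3 (early against mid, 6 dpf) was -0.11. For larval HSPCs, tnfb (early against mid, 6 dpf) was -0.0782. Each of these changed direction. With all doublets kept, the joint larval class gave no count.

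Scaling by the median of ratios shifted the median of all genes in a class against scaling by total UMIs. For R848 the shift was 0.43 in slc24a5 and 0.35 in rag1 macrophages, 0.23 and 0.16 in T-lineage cells, 0.12 in the slc24a5 joint class and -0.13 in rag1 neutrophils. For adult T-lineage cells it was -0.49 in intestine and 0.13 in thymus, and for adult macrophages -0.16 in kidney marrow, -0.11 in intestine and 0.23 in thymus. For larval early against late label it was -0.24 in macrophages at 6 dpf, 0.25 in HSPCs at 10 dpf, 0.28 and -0.12 in neutrophils, 0.29 in thrombocytes at 6 dpf and 0.11 in the joint class at 10 dpf. For early against mid label it was -0.17 in T-lineage cells, 0.24 in neutrophils and 0.16 in thrombocytes at 6 dpf, and 0.14 and 0.12 in macrophages at 6 and 10 dpf. The split of higher and lower genes moved with it, from 1152 and 164 to 586 and 331 in R848 macrophages and from 232 and 25 to 148 and 39 in R848 T-lineage cells. In larvae it moved from 24 and 22 to 20 and 30 in HSPCs, from 44 and 30 to 62 and 24 in macrophages and from 51 and 63 to 37 and 106 in neutrophils. Early against mid label it moved from 14 and 21 to 17 and 15 in T-lineage cells and from 50 and 6 to 35 and 10 in neutrophils. In adults it moved from 6 and 3 to 7 and 2 in T-lineage cells and from 1 and 0 to 1 and 1 in macrophages.

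In the larval T-lineage comparison the late class held 570120 UMIs at 6 dpf and 753635 at 10 dpf, against 3842615 and 7247060 with the early label. The self-test recovered 66% of genes changed 3-fold there and 54% in the deeper R848 macrophages. The changed genes were drawn from those with enough UMIs in each class, so these rates cannot show whether depth was a limit. Thinning UMIs to equal totals lowered the count of genes in larval T-lineage cells.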

Other observations

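All tests in this part were chosen only after the result was seen, except that on genes shared by classes of the adult libraries. The strict cell filter and the calls by markers had been planned as alternatives, and only their use as tests was chosen later.

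In erythroid cells of R848-treated larvae, macrophage markers stood at a like share of their level in macrophages. The highest share over the lowest was 1.95 among 7 markers in slc24a5 crispants and 2.32 among 5 markers in rag1 crispants, with median shares of 1.64% and 1.02%. Macrophage genes that rise in other classes with R848 may therefore come from free RNA or mixed droplets. The interferon list as a set went further, with a median share 26.0 times that of the macrophage markers among 8 genes in slc24a5 and 36.9 times among 9 genes in rag1 crispants. The other genes of the 20 had too few UMIs in macrophages to be measured. This argues against that source for the measured genes as a set, and in both genotypes stat1a, stat2, trim25, ifi45 and ifi46 lay above the limit of 10. The genes ifi45 and ifi46 lay at least 36.6 times above the markers. For isg15 it was 6.92 and 11.7 times and for rnf213a 7.51 and 11.9 times, below the limit in slc24a5 crispants, so free RNA was not excluded for these genes. The gene mxc stood at 0.738 and 0.438 times, a level that free RNA could give. In erythroid cells ifi46 had log2 ratios of 4.66 in slc24a5 and 5.44 in rag1 crispants. An answer to R848 in erythroid cells stays open as a hypothesis.

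Among larvae, 11 genes differed between early and late label in at least 4 of the classes compared. Of their 132 values by class and age, 68.9% put the mid label nearer to the early than to the late label. The split into haemoglobin and other genes was made after these values were seen. For the 6 other genes, among them ARF5, atp6v0e1 and lyz, 97.2% of 72 values did so, and without lyz 98.3% of 60, as a batch that follows the software version could give. The mid label could lie with the early one for another reason, so this batch and the late label cannot be told apart for these genes. For lyz in T-lineage cells, free RNA from neutrophils, a larger share of the late libraries, could be the source as well. In late T-lineage and joint class cells at 10 dpf lyz stood at 0.166% of its neutrophil level, 0.578 times the median of npsn and lect2l, and 2 markers were too few to decide. For the 5 haemoglobin genes 35% of 60 values did so, which argues against that batch as their source.

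Of the genes at 2-fold or more the same way in adult T-lineage cells, values in other classes and tissues went the same direction in 90.2% of cases, 46 of 51, and 29 of the 51 did so at 2-fold or more. These values came from 8 of the 9 genes, and kif26ba had none. A variant or batch shared by all cells of a library is a candidate explanation for the genes without exceptions among these 8. The exceptions were 3 values of gig2i in kidney marrow, 1 of zgc:194101 in thymus and 1 of si:dkey-56m15.2 in TLN. With 1 library per group this cannot be set apart from an effect of the label on many classes.

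The lower T-lineage share in rag1 crispants remained under the strict cell filter, at -2.21 points untreated and -6.77 points with R848. With cells thinned and called by markers it was -0.724 points untreated, with an interval that includes 0, and -2.85 points with R848. Depth or the cell filter could thus not be excluded for the untreated pair, while the values with R848 argue against them.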
